A study of Arabidopsis thaliana with 163 samples. Its data were reported in "High-throughput capture of transcription factor-driven epigenome dynamics using PHILO ChIP-seq" (2024).

How the data were processed

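Samples were grouped by their labels into 56 groups, and each list was tied to its library or pool by the sample it was deposited with and by its columns. The age given for the seedlings was 10 days, and JA treatment in the comparisons lasted 2 h. Per the paper's methods, the authors aligned reads to TAIR10 with Bowtie2, called histone domains with epic2 and called MYC2 peaks with MACS2. The authors called the 5 library lists per library against IgG, and the other domain lists on merged replicates.

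Each deposited domain list gives whole-number read counts of the treatment and of its control per domain, not normalized. The deposited p-value and FDR are epic2's for treatment against scaled control, and every list was limited to an FDR under 0.05, as its largest value shows. The deposited log2 fold equals the log2 ratio of both counts plus a constant for each file, so the ratio of library totals was recovered from it. In the MYC2 list the authors give a fold enrichment per peak, and −log10 p-values and q-values as deposited by MACS2. Duplicate handling was not stated by the authors. Across all lists 0 of 128596 nuclear domains held more than 1 count per position and strand (highest 0.987), as lists with repeated positions removed would. Counts in dense domains are then compressed, which lowers high folds. In the lists, the depth of the pooled libraries shows through the counts in domains and the recovered ratio of totals to the control, and depths given elsewhere were not used here, and counts give counting error only, since duplicate molecules cannot be told apart.

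Domain ends were read as inclusive, so widths are multiples of 200 bp, and coordinates are printed from 1. Results use the 5 nuclear chromosomes. The reference was the RefSeq copy TAIR10.1, used with the authors' TAIR10 coordinates for nuclear chromosomes alone: 0 domains ran past a chromosome end by more than 1 bin, and the G-box was centred on MYC2 summits. Gene names came from its gene table. Where a symbol belonged to more than 1 gene (TSA1), the gene next to BGLU18 was taken.

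Library values were compared by an exact permutation test of group means (two-sided, 10 splits, smallest p 0.1). Counts of domains with the same start and end in all 5 lists were tested with edgeR 4.0.16 (quasi-likelihood, TMM, Benjamini-Hochberg at 0.05) in R 4.3.3, with DESeq2 1.42.0 as an alternative. On simulated counts for the 1167 domains, with 200 changed 1.5-fold, edgeR recovered 94.5% and made 6 false calls. The simulation used a fixed dispersion, and its fold exceeds that of nearly all called domains, so recovery of smaller changes was not tested. Overlaps required 1 bp and were set against 1000 circular shifts of 1 list along each chromosome, one-sided. The interval code was tested on simulated lists, where 0 of 18400 checks failed, and 5 of 100 independent list pairs had a shift p of 0.05 or less. Medians were compared by permutation with 100000 resamples, and tables by Fisher's exact test. Intervals are 95% Wilson intervals and cover counting error only. The motif was searched within 50 bp of each summit on both strands and 500 bp to either side. Nuclear sequence like organelle DNA was found with blastn 2.17.0 (95% identity, 500 bp or more, covering 50% or more of a domain). Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

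Named items followed a rule set before the data were examined: the 10 strongest large-scale gains that overlap a time course gain, the 5 strongest time course losses, a list of 23 JA genes, many of them named in the study, and the 5 strongest MYC2 peaks. The study picked genes on these or related samples, so the list is not independent evidence. The tests and most alternatives were also fixed then: stricter fold, FDR, width and overlap limits, each library left out, a replicate block, other count scalings, and other MYC2, motif and domain sets. Alternatives added after seeing the data were the PHILO replicate 1 list in place of the pooled H3K9ac list, a correction for taken read positions, domains without organelle-like sequence, domains matched on width for the upstream reach, and both regular libraries counted as 1. The permutation of shared gains within blocks of similar control count was also added then.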

Results

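Chromatin immunoprecipitation sequencing (ChIP-seq) was carried out on seedlings of *Arabidopsis thaliana*, mostly the wild type Col-0, to set a low-input, plate-based protocol named PHILO against regular ChIP-seq and to follow histone acetylation after jasmonic acid (JA), a wound and defence hormone. The series holds 163 samples in 56 groups. The benchmark has 2 regular and 3 PHILO libraries of H3K9ac, the acetylation of lysine 9 of histone H3 that marks active genes, and 1 PHILO library made with IgG, an antibody without a specific target. A domain list was analysed for each of those 5 H3K9ac libraries. A further 7 domain lists had been called on pooled libraries: 4 for the marks H3K9ac, H3K4me3, H3K36me3 and H3K27me3 against IgG, and 3 for H3K9ac of 2 h JA against untreated control in either direction. The last file is a list of 3464 binding peaks of MYC2, the transcription factor that drives much of the JA response. By the paper's methods it was called on tagged MYC2 in seedlings after 2 h JA against control seedlings, so its peaks and folds would stand for binding that JA raised, but the file itself states neither side. Groups without a list, among them the mutants, the other time points and the hormone washout, were not analysed here.

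The depth of the libraries could be read from the lists only in part. Domains of the 2 regular libraries held 11606919 and 10705391 ChIP counts, and those of the 3 PHILO libraries held 13807286, 9844009 and 8986137. Relative to the total of the shared IgG library, whole-library totals of reads as counted by the domain caller were 2.36 and 2.12 for the regular libraries and 1.96, 1.37 and 1.28 for PHILO replicates 1 to 3. The pooled lists carry no replicate error, and the log2 fold of each domain is the authors' own value.

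The first question was whether PHILO ChIP-seq recovers H3K9ac domains as regular ChIP-seq does. Regular libraries gave 14046 and 14134 domains on the 5 nuclear chromosomes, a mean of 14090 ± 62.2 (SD, n = 2). PHILO libraries gave 14969, 14678 and 14913, a mean of 14853 ± 154 (SD, n = 3). The difference of 763 domains was larger than either SD, and all PHILO values lay above both regular ones. With 2 against 3 libraries the two-sided exact permutation test cannot go below p = 0.1, which is the value it gave. Restricting the lists to domains with a log2 fold over IgG of at least 1 moved this difference most, to 2038 domains. The summed length of the domains went the other way. It was 24.9 ± 0.262 Mb (SD, n = 2) in regular and 24.0 ± 1.09 Mb (SD, n = 3) in PHILO libraries, a difference within the PHILO spread (exact permutation p = 0.4). With the log2 fold of at least 1, PHILO libraries covered 1.71 Mb more, so the direction of the difference in coverage depended on this threshold. Its size depended on single libraries too: it was -1.46 Mb without PHILO replicate 1 and -0.379 Mb without PHILO replicate 3.

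Enrichment over IgG differed more clearly. The median log2 fold was 1.42 and 1.47 in the regular libraries, with a mean of 1.45 ± 0.037 (SD, n = 2). It was 1.91, 1.99 and 2.00 in the PHILO libraries, with a mean of 1.97 ± 0.051 (SD, n = 3). The gap of 0.52 exceeded the spread between replicates about as far as 5 libraries can show (exact permutation p = 0.1, the smallest possible). Scaled to the read number of the IgG library, domains held 4.98 ± 0.096 M (mega) counts (SD, n = 2) with regular and 7.09 ± 0.088 M counts (SD, n = 3) with PHILO ChIP-seq, a ratio of 1.42 (exact permutation p = 0.1). These sums run over separately called domains. Per kb of domain, the scaled counts were 196 and 204 for regular and 279, 301 and 306 for PHILO libraries.

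**Figure D1:**
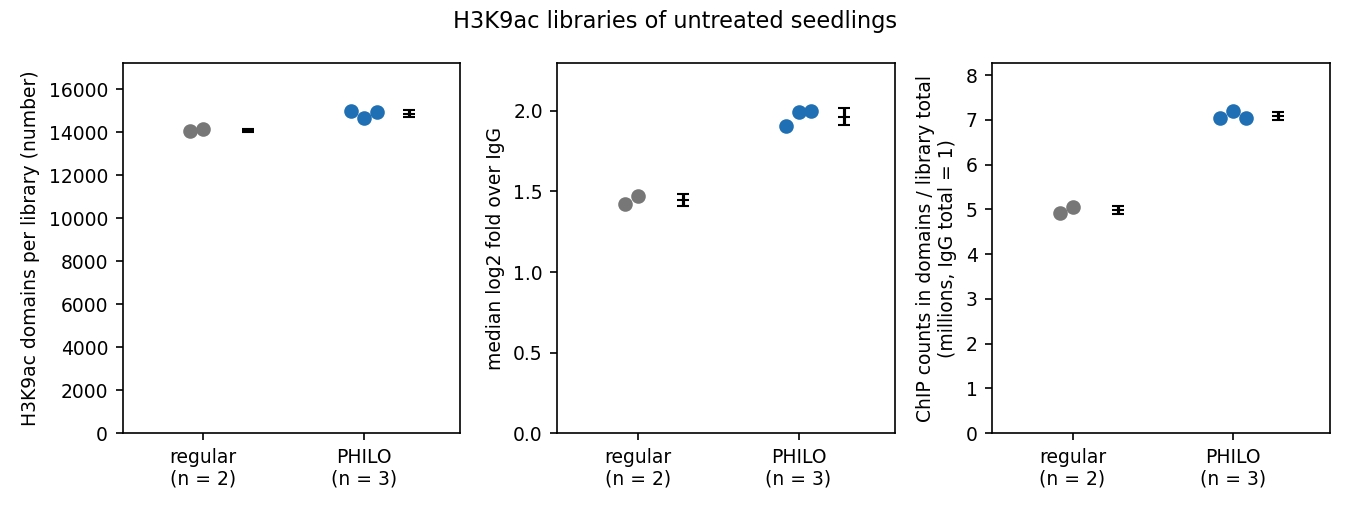
Number of H3K9ac domains, median log2 fold over IgG, and ChIP counts in domains scaled to the IgG library total (M, mega-counts) for each library, with the group mean and SD as black marks. All 3 PHILO libraries lie above both regular libraries in each panel, by 763 domains, 0.52 on the log2 scale and a ratio of 1.42 on average.

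Domain lists overlapped closely within and between the methods. On average 98.1% of domains in a PHILO list were touched by 1 bp or more in another PHILO list (3 pairs, range 96.5% to 99.5%), and 98.5% in the pair of regular lists. Between methods the mean was 96.9% over 6 pairs, with a range of 94.1% to 99.5%. The Jaccard index in bp, the shared length over the combined length, was 0.812 to 0.848 within PHILO, 0.835 within regular and 0.760 to 0.823 between methods. Counts per bp could be compared over 1167 domains with the same start and end in all 5 lists. Across those domains, which are not independent replicates, Spearman's rho was 0.955 to 0.962 within PHILO, 0.957 within regular and 0.888 to 0.933 between methods.

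The regular pair differed little beyond sampling noise. The chi-square per degree of freedom of its counts over the 1167 domains was 0.901 (p = 0.993) under plain counting noise. Where each position and strand is allowed a single read, which narrows the noise, the chi-square per degree of freedom was 1.19 (chi-square p = 4.84e-06). The PHILO pairs gave 1.45 to 1.98 under plain counting noise. The regular libraries were kept as 2 samples because their totals and lists differed, but their spread is close to the smallest that counting allows. The paper describes biological replicates, and the lists alone do not show separate immunoprecipitations. If these were not separate, the regular arm holds 1 independent sample, and the SDs, exact tests and edgeR calls between methods would not cover variation between regular preparations.

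Differences between the methods at single domains were tested with edgeR's quasi-likelihood test on the 1167 domains, after TMM scaling, which sets the typical domain to no change. With Benjamini-Hochberg adjustment at 0.05, 276 domains were called, 149 higher and 127 lower in PHILO. When library totals replaced TMM, 1154 were called and 100% of them were higher in PHILO, with a median log2 ratio of 0.57. The split into higher and lower is therefore relative to the typical domain. DESeq2 called 95 domains, of which 68.4% were higher. Without PHILO replicate 1, 2 or 3, edgeR called 402, 216 and 233 domains. DESeq2 and edgeR were not compared domain by domain.

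The 4 histone marks were then compared through the pooled lists. The authors' deposited tables held 14163 domains for H3K9ac, 15625 for H3K4me3, 11816 for H3K36me3 and 6054 for H3K27me3. Median widths were 1400, 1000, 2200 and 2600 bp in that order. H3K4me3 lay almost wholly within H3K9ac. The shared 17.0 Mb was 96.1% of the H3K4me3 length and 3.92 times the mean of 1000 random circular shifts along the chromosomes. H3K36me3 overlapped H3K9ac by 2.18 times and H3K4me3 by 2.63 times the shifted mean. H3K27me3, a repressive mark, overlapped less than the shifts did with H3K36me3 (0.056 times), H3K4me3 (0.416 times) and H3K9ac (0.453 times). For each of the 6 pairs the one-sided permutation p was 0.001, the smallest that 1000 shifts can give, and Benjamini-Hochberg adjustment over the 6 pairs left it at 0.001. The pooled H3K9ac list is labelled PHILO, but its counts follow the regular libraries (Spearman's rho 0.991 against 0.926 with PHILO, over 865 domains). With the list of PHILO replicate 1 in its place, no pair with H3K9ac changed direction.

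JA-responsive H3K9ac was examined in 2 experiments, a time course and a large-scale experiment with several genotypes, each by 1 comparison of pooled Col-0 libraries. In the authors' deposited tables, 2144 nuclear domains gained H3K9ac after 2 h JA in the large-scale experiment and 3504 in the time course, and 2550 lost it in the time course. Most changes were small. The median log2 fold change in the authors' deposited tables was 0.29, 0.24 and 0.25 in that order. Only 83, 87 and 49 domains reached a log2 fold change of at least 1. Of those 87 time course gains, 23 lay in nuclear sequence that matches the mitochondrial genome.

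The pair of experiments is the only replication of the JA response in these files. Of the large-scale gains, 1098 of 2144 (51.2%, 95% Wilson interval 49.1% to 53.3%) overlapped a time course gain, against a mean of 10.7% and a maximum of 15.2% for shifted domains (one-sided permutation p = 0.001, the smallest that 1000 shifts can give). In the other direction 31.1% of time course gains were shared. The shifts do not hold domains within acetylated sequence, so part of the excess may only reflect that both lists lie there. Of 14163 domains in the pooled H3K9ac list, 10860 touched no time course gain. The rest touched such a gain, a larger share than the shifted mean. The shared percentage of large-scale gains was 38.6% with a log2 fold change of at least 1 and 40.3% in the 1000 domains with the highest fold in each list, against shifted means of 0.236% and 2.73%. Across the 1098 domains the log2 fold changes correlated with a Spearman's rho of 0.617. Part of this follows from the selection, since the smallest fold that can be called depends on depth in both lists. With time course values permuted within blocks of 50 domains of similar control count, rho averaged 0.212 with a maximum of 0.309 (one-sided permutation p = 0.001, the smallest that 1000 permutations can give). Taking the 1000 domains with the highest fold in each list moved rho most, to 0.550. Time course losses touched 149 large-scale gains, or 6.95%, which was below the shifted mean of 8.73% (one-sided permutation p = 0.011).

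**Figure D2:**
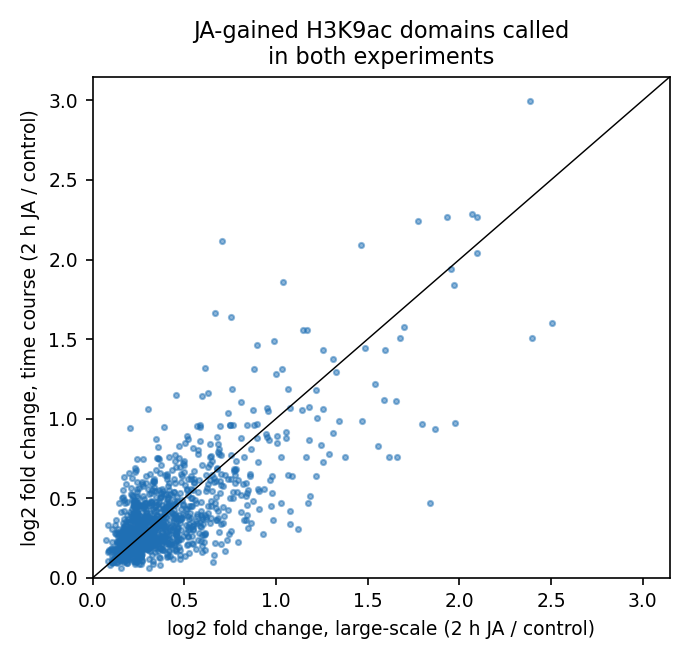
The log2 fold change of H3K9ac (2 h JA over control) in the large-scale experiment (x axis) and the time course (y axis), with 1 point for each of the 1098 large-scale gains that overlap a time course gain; the line marks equal values. Spearman's rho across these domains was 0.617.

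The strongest shared gains were taken by a fixed rule, the 10 with the highest large-scale fold. All coordinates are TAIR10. In the authors' deposited table the first was at chromosome 1, 19346001 to 19349800, over the protein-coding gene *MBP2* (AT1G52030), with 608 counts after JA against 113 in the control and a log2 fold change of 2.50. It held a MYC2 summit and touched an H3K27me3 domain of untreated seedlings. Of the 10 domains, 4 held a summit and 6 did not. The second, at chromosome 2, 14688401 to 14688800, overlapped no gene, lay 824 bp from AT2G34820 and had 80 against 16 counts in the authors' deposited table. The third, at chromosome 5, 16136601 to 16137800, covered the long non-coding RNA gene AT5G40348 and had a log2 fold change of 2.38 in the large-scale and 3.00 in the time course tables that the authors deposited. The other 7, with log2 fold changes of 1.93 to 2.10 in the authors' deposited table, overlapped genes that include *CSLA10* (AT1G24070), *IGMT5* (AT1G76790) and *JRG21* (AT3G55970), whose domains are the other 3 with a summit.

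Known JA genes were listed before the data were examined, but the study had picked genes on these or related samples. Of the 23 names, 21 matched the gene table by symbol or synonym, and JOX2 and JOX3 did not. All 21 overlapped a gained domain in both experiments, and 0 overlapped a time course loss. In the large-scale experiment *AOC1*, *AOC2* and *AOC3* shared a domain, as did *BGLU18* and *TSA1*. In 16 of 21 the fold was higher in the large-scale experiment. Among the JAZ repressor genes of this list, which leaves out other JAZ genes, the authors' deposited table gave *JAZ8* (AT1G30135) the highest large-scale log2 fold change, 1.56 from 340 against 122 counts at chromosome 1, 10595601 to 10597200, and *JAZ1* (AT1G19180) the lowest, 0.37 from 3835 against 3131 at 6616601 to 6626000. The storage protein genes *VSP2* (AT5G24770) and *VSP1* (AT5G24780) had 1.70 and 1.59 in the authors' deposited table, at chromosome 5, 8500201 to 8502400 and 8507401 to 8510200. The weakest listed gene was the lipoxygenase gene *LOX4* (AT1G72520), at 0.33 in the large-scale and 0.08 in the time course table that the authors deposited (FDR 0.0451). *MYC2* itself (AT1G32640) lay in a domain of 13800 bp with a log2 fold change of 0.71 in the authors' deposited table.

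Losses were ranked the same way. In the authors' deposited table the strongest time course loss was at chromosome 4, 2348801 to 2349200, in the pseudogene AT4G04635, with 206 control counts against 11 after JA and a log2 fold change of 4.21. The next 4 had log2 fold changes of 3.55 to 3.82 in the authors' deposited table. They lay at chromosome 1, 7024801 to 7025400 (intergenic, 148 bp from AT1G20290), at chromosome 4, 3655201 to 3656200 (pseudogene AT4G06597), at chromosome 5, 971201 to 971600 (AT5G03710 and *HSFA3*), and at chromosome 5, 12710401 to 12710800 (intergenic). None of the 10 strongest losses touched an H3K9ac domain present in all 5 untreated libraries, whereas 91.5% of the other 2540 losses did. A second match in the genome was found for 5 of these 10.

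MYC2 peaks had a median width of 321 bp, and 42.3% of summits lay within 1 kb upstream of the nearest protein-coding transcription start site (TSS; 95% Wilson interval 40.7% to 43.9%). The G-box CACGTG occurred within 50 bp of 947 of 3464 summits (27.3%, 95% Wilson interval 25.9% to 28.8%). In windows 500 bp to either side it occurred at 1.53% and 1.76%. Summits alone had the motif in 934 cases and the left window alone in 40, and 929 against 43 on the right (two-sided exact McNemar test, p = 9.99e-218 for the less extreme side). Adding CACGTT moved the share at summits most, to 44.9%, and raised the windows to 4.33% and 5.05%.

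By the authors' fold, used only to rank peaks, the strongest peak was at chromosome 3, 17185927 to 17186388, with a fold of 11.1. Its summit at 17186173 fell in an untranslated or non-coding exon of *PCL1* (AT3G46640) and an intron of AT3G46650. The next 4 summits lay in an intron of *CLT3* (AT5G12170), in intergenic sequence nearest the start sites of *GID1A* and *PAL1*, and in a coding exon of AT5G44710, with folds of 8.24 to 9.23. All 5 lacked a G-box within 50 bp. The paper selected its MYC2 core genes, several of which are listed here, partly on JA-induced H3K9ac and MYC2 binding. Summits at the listed genes are therefore not independent evidence. All 21 listed JA genes, some of which share a domain, overlapped a large-scale gain that held a MYC2 summit, and 12 had a summit within 1 kb upstream. The upstream summit with the highest fold among these, 4.74, was 26 bp upstream of *JAZ8*, at chromosome 1, 10596326. A G-box spans 10596342 to 10596347 there, within the sequence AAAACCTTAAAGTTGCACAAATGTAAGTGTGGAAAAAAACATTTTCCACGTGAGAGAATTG (10596296 to 10596356). Most summits upstream of listed genes lacked a G-box within 50 bp. Among all summits, 26.8% of the 600 inside large-scale gains had the motif, against 27.4% of the 2864 others.

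Whether JA-induced acetylation lies at MYC2 sites was tested on domains. A MYC2 summit fell in 430 of 2144 large-scale gains (20.1%, 95% Wilson interval 18.4% to 21.8%) and in 672 of 12156 H3K9ac domains that touched no gain (5.53%, 5.14% to 5.95%). The odds ratio was 4.29 (two-sided Fisher's exact test, p = 2.94e-93, with domains as units). Shifted summits fell in 4.85% of gains on average. Raising the gains to a log2 fold change of at least 1 moved the odds ratio most, to 10.7 (32 of 83 domains). Time course gains gave an odds ratio of 2.82. Time course losses held a summit in 7.96%, which was also above their shifted mean of 5.98% and maximum of 7.84% (one-sided permutation p = 0.001, the smallest that 1000 shifts can give). In the pooled H3K9ac list 7.55% of domains held one. From the lowest to the highest quartile of losses by fold, the share was 10.0%, 7.06%, 9.26% and 5.49%. Median widths of losses were 2600 bp in the lowest and 1400 bp in the highest quartile. By fold, the share of large-scale gains with a summit was 20.3%, 13.4%, 15.9% and 30.6% from the lowest to the highest quartile, each of 536 domains. Domains in the lowest quartile were also the widest, with a median of 1800 bp.

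**Figure D3:**
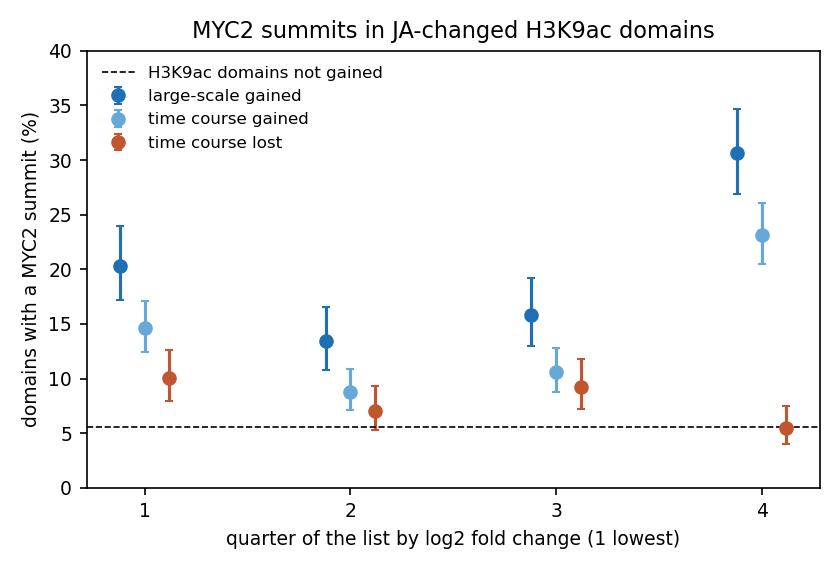
Percent of JA-changed H3K9ac domains that hold a MYC2 summit (y axis), by quartile of each list ranked on log2 fold change (x axis), with 95% Wilson intervals; the dashed line marks H3K9ac domains that touch no large-scale gain (5.53%). The highest quartile of large-scale gains reaches 30.6%.

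Large-scale gains had a median width of 1400 bp, and the 250 widest averaged 5534 bp. The study's own average for its 250 longest JA-induced domains, given below, is lower, and its set of domains may differ. Gains with a MYC2 summit were wider, with a median of 3200 bp against 1200 bp (permutation test with 100000 resamples, two-sided p = 1e-05, the smallest they can give). A wide domain also has more room for a summit. Whether the width difference exceeds what this room gives was not tested. In a separate comparison, gains and other H3K9ac domains were matched on width, and the odds ratio for a summit in a gain was 5.16. The widest gain, 14000 bp at chromosome 1, 19508601 to 19522600, covered *BGLU18* (AT1G52400) and part of *TSA1* (AT1G52410), among other genes. It had a log2 fold change of 1.47 in the authors' deposited table and held 3 MYC2 summits.

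**Figure D4:**
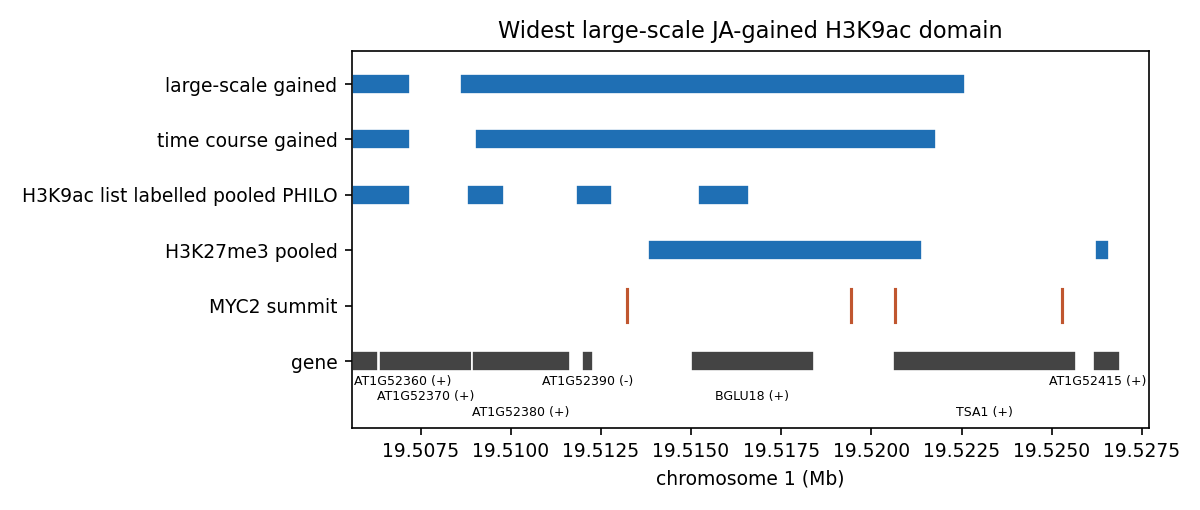
Map of chromosome 1 around the widest large-scale JA-gained domain (19508601 to 19522600, TAIR10; x axis in Mb), with gained domains of both experiments, H3K9ac and H3K27me3 domains of untreated seedlings, MYC2 summits as ticks, and genes with their strand. The gained domain spans *BGLU18* and part of *TSA1* and holds 3 summits.

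Reach into upstream sequence was measured in the 766 large-scale gains that cover exactly 1 protein-coding TSS. From the TSS to the upstream border the median was 544 bp for the 169 genes with a MYC2 summit within 1 kb upstream and 100 bp for the others (permutation test with 100000 resamples, two-sided p = 1e-05, the smallest they can give). Domains of the genes with a summit were also wider as a whole, with a median of 2000 bp against 1200 bp. With 161 domains of each kind matched on width, the medians were 532 and 507 bp, a difference of 25 bp (permutation p = 0.821). Reach is itself part of the width, so matching removes some of the difference by construction, and these values do not separate reach from width. With gains of a log2 fold change of at least 1, only 24 domains remained and the difference changed sign, to -60.5 bp (permutation p = 0.861).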

Values the study reported

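The study reported 10569 H3K9ac, 15355 H3K4me3, 11108 H3K36me3 and 5278 H3K27me3 domains in Arabidopsis after requiring a log2 fold change of at least 1 over IgG. Among the JA-induced H3K9ac domains of Arabidopsis, the 250 with the greatest length averaged 3785 bp. The longest one found to be both induced by JA and dependent on MYC2, over BGLU18 and TSA1, was put at 13999 bp.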

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

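The test in this part was chosen after the result had been seen. Domains on the mitochondrial genome lie outside the comparisons of the report, yet they were called as gained after 2 h JA in both experiments, above the control libraries. Their median log2 fold change was 2.08 over 36 domains in the time course and 0.69 over 9 domains in the large-scale experiment. The time course losses held 0 mitochondrial domains. Nuclear sequence that matches the mitochondrion moved with it in both experiments. In the time course, 24 such domains on chromosome 2, between 3244601 and 3497400, had a median log2 fold change of 2.12, and in the large-scale experiment 3 such domains had 0.67. They account for 23 of the 87 nuclear time course gains of at least 2-fold and 0 of the 83 large-scale ones. A candidate explanation is more organelle DNA in the time course 2 h JA libraries. The medians of the nuclear copies and the mitochondrial domains differed by 0.038 in the time course, but this decides nothing, because their reads cannot be placed apart and would move together whatever the cause. More organelle DNA and a gain at the chromosome 2 copy therefore cannot be told apart for these domains. The single plastid domain had 0.32 in the time course and 0.47 in the large-scale experiment. A response of mitochondrial DNA amount to JA was not tested and stays open, as the lists pool the replicates.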

How the results depend on the processing

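Of 100 alternative values, 83 kept their direction and, where a test or a limit applied, their side of it, 14 moved, 1 no longer passed its test and 2 changed direction. For comparisons of libraries, the exact test cannot pass 0.05, so its side says nothing about stability. Some of the 83 could not differ from the main value. The rank correlation with a covered share of 50% used the same 1098 pairs, and the organelle filter removed 0 time course losses. The cause of the changes below was not tested unless stated.

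Requiring a log2 fold over IgG of at least 1 raised the excess of PHILO domains from 763 to 2038, turned the coverage difference from -0.885 Mb to 1.71 Mb, and lowered the touched share to 95.5% within regular and 92.9% between methods. The limit removes more domains from the regular lists, whose folds are lower. The coverage difference was -1.46 Mb without PHILO replicate 1 and -0.379 Mb without PHILO replicate 3. A covered share of 50% in place of 1 bp gave 97.7% within regular.

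Calls between PHILO and regular counts rose from 276 to 1154 with recovered library totals, where 100% were higher in PHILO against 54.0% with TMM. They were 95 with DESeq2 (68.4% higher) and 870 over 14360 merged regions (69.5% higher), which tests more regions. A merged region holds only counts of domains that a library called there, and a missing call counts as 0. Calls over merged regions may therefore partly follow domain calling. Across the fits that each left out 1 PHILO library, calls ranged from 216 to 402. Without a regular library 1 sample is left in that arm, so no calls are given. The minimum of 50 counts removed 0 domains.

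Same-numbered libraries share only a number: their deviations from the group means correlated at -0.036 and 0.016. With the replicate block over the 2 shared numbers, edgeR called 211 domains, the difference in domain number was 734 and the gap in median log2 fold was 0.50.

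Stricter limits shortened the JA lists by construction. A log2 fold change of at least 1 left 83 large-scale gains, 87 time course gains and 49 losses, and an FDR under 1e-10 left 363, 473 and 501. Rank correlation of shared gains fell to 0.550 in the 1000 strongest of each list. The upstream reach difference fell from 444 bp to 25 bp (permutation p = 0.821) with domains matched on width, which removes some of it by construction since reach is part of width, and became -60.5 bp (permutation p = 0.861) with gains of at least 2-fold, over 24 domains. The lists of the JA comparisons merge their replicates, so none could be left out there.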

Other observations

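Tests on the pooled list, on repeated sequence, on domain width and on saturation of read positions were chosen after the result had been seen, and the others before.

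The H3K9ac list labelled pooled PHILO did not look like a pool of the PHILO libraries. Its recovered library total was 1.08 times the sum of the 3 PHILO totals, which a pool of them cannot exceed unless the library lists used part of the reads. Over 865 domains with identical limits and IgG counts in all lists, its counts per bp had a partial rank correlation of 0.067 with PHILO at fixed regular counts, and of 0.933 with regular at fixed PHILO counts. A pool of only the 2 regular libraries is argued against too, at 1.11 times their summed total. A pool that includes regular ChIP-seq libraries, with at least 1 not analysed here, may be the source. Its median log2 fold, 1.23, was below that of each single library. No biological explanation was tested.

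The 10 strongest time course losses, with log2 fold changes of 2.29 to 4.21, had a median width of 400 bp against 1800 bp for other losses, and a median of 0.433 control counts per position and strand against 0.172. Acetylation of untreated seedlings removed by JA would place them in untreated domains, but 0 of 10 touched a domain of all 5 untreated libraries, against 91.5% of other losses, and all of 1000 random draws of 10 other losses held more. As for reads of repeated sequence, losses with a second match in the genome were 5 of the 10 (50%) and 2.68% of the others (two-sided Fisher's exact test, p = 3.78e-06), and repeats may account for these. The other 5 had no second match, which leaves open repeats that the reference holds only once. A source in the control libraries themselves stays open.

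Large-scale gains of at least 2-fold touched H3K27me3 domains in 60.2% of 83 cases (95% Wilson interval 49.5% to 70.1%), against 15.8% of other gains. Low control signal alone may explain this: gains matched on control count density touched H3K27me3 in 50.4% on average, and the central 95% of 1000 draws ran from 39.8% to 60.2%. A link between H3K27me3 and strong gains beyond the low starting level was not shown.

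Of the large-scale gains, 149 touched a time course loss. This share was 13.4% in the lowest quartile by fold (95% Wilson interval 10.8% to 16.6%) and 2.99% in the highest (1.85% to 4.79%), consistent with calls of a small fold being less repeatable. The lowest quartile was also wider, with a median of 1800 bp against 1200 bp. Width is argued against as the whole cause: in 352 domains of each quartile matched on width, the shares were 11.1% (8.21% to 14.8%) and 2.56% (1.35% to 4.79%). Both comparisons pool their replicates, so a difference between the experiments was not tested.

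Across the 1167 shared domains, the log2 ratio of PHILO to regular counts followed GC content with a rank correlation of 0.501. Domains called higher in PHILO had a median GC content of 43.8% and those called lower 37.3%. GC content may therefore explain part of the differences at single domains, and which step of either protocol it enters was not tested. It is a trend across domains, which are not replicates.

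Saturation of read positions does not account for the enrichment gap between the methods. After correcting each count for positions already taken, the gap in median log2 fold was 0.52, with library totals left as recovered.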
